A study of Homo sapiens with 2 samples. Its data were reported in "Implicating type 2 diabetes effector genes in relevant metabolic cellular models using promoter-focused Capture-C" (2024).

How the data were processed

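Hi-C was performed on EndoC-BH1 cells in 2 replicate libraries, which form a single group with no control or treated samples. Per the study's methods, the authors aligned reads to hg38 with HiCUP, filtered read pairs, built contact matrices and merged the replicates, normalised the merged matrix by iterative correction (ICE), and called loops with mustache at a q-value below 0.1 and with Fit-Hi-C2 at a false discovery rate below 1e-06, in bins of 1, 2 and 4 kb. The submitters' processing notes name hg38 and Bowtie. In the 6 deposited lists, every row names a pair of bins on the same chromosome. The Fit-Hi-C2 lists give the number of read pairs joining the bins, a raw count deposited by the authors without normalisation, and a q-value computed by the authors' caller. The mustache lists give the authors' q-value and a deposited score, which is the scale of the filter at which the loop was detected and not a measure of its strength. The score was not used. The files carry no column names, and the meaning of the columns was taken from the output order of each caller and checked against the values, all of which met the thresholds in the methods. No list was supplied per replicate among the files used, so results carry no replicate error and no p-values.

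The build was checked by comparing coordinates with the hg38 sequence, and no bin lay beyond the end of a chromosome. Chromosomes 1 to 22 and X were used. Exact duplicates were looked for and 0 were found. Genes and start sites were taken from GENCODE 44, with 19962 protein-coding genes, and the study used the earlier release 30, so genes may be assigned differently at some start sites. A promoter was the window from 1500 bp upstream to 500 bp downstream of any annotated start site, as in the study's methods, and a loop was assigned to a gene when an anchor bin overlapped that window. Span was the distance between bin midpoints. Coordinates are counted from 1.

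Loops were shared between lists when each anchor lay within 1 bin of its counterpart. Shares were compared with 100 local shifts, in which each loop was moved whole by 100 to 500 kb to either side, and a share was taken to differ when it lay outside all 100. Intervals of shares are 95% Wilson intervals and those of read pairs are 95% exact Poisson intervals. The Wilson intervals take each listed contact as independent. Many Fit-Hi-C2 contacts lie in neighbouring bins, so their intervals are too narrow. Clusters joined loops of a list whose anchors both lay within 1 bin. CTCF motifs were found as matches to CCASYAGRKGGCRS (IUPAC codes) with at most 1 mismatch on either strand of hg38, and orientation was read where each anchor held motifs of 1 direction only.

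Fixed before the data were examined were 16 gene lists: beta cell transcription factors, insulin production and secretion, monogenic diabetes, type 2 diabetes association loci, genes singled out by the study, other islet cell markers, exocrine pancreas, hepatocyte, adipocyte and preadipocyte, skeletal muscle, and lymphoid and myeloid markers, neuronal genes, Polycomb-associated developmental regulators, ribosomal proteins, chromatin loop machinery and olfactory receptors. PPY2P and MYLPF could not be matched to a protein-coding gene of the annotation and were left out. In the list of genes singled out by the study, ABCB9 was entered where the study prints ABCD9, a symbol absent from the annotation. The substitution was a judgement made when the list was fixed, and the list was also run without that gene. For mustache the share of members with a loop at any bin size, and for Fit-Hi-C2 the median number of 4 kb contacts, was given as a percentile among 10000 random lists of the same size, drawn from protein-coding genes matched on 5 classes of start site density within 250 kb and 3 classes of promoter window length. A list passed when its percentile lay outside the central 95% of random lists, below 2.5 or above 97.5. These percentiles describe 1 merged map and were not adjusted for the number of lists.

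The named genes followed a rule fixed at the same time: 7 loci (SMCO4, FXR2, ABCC8, INS, PDX1, MTNR1B and KCNJ11), the 4 members of each list with the most mustache loops, the 10 genes with the most mustache loops and the 10 with the most 4 kb Fit-Hi-C2 contacts, the 5 longest mustache loops between promoters at each bin size, and beta cell genes with no loop in any list. Beta cell genes with no mustache loop and the gene families of the closing section were chosen after the values were seen. Some genes and loops that the rule names are not reported here.

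Alternatives were stricter thresholds (mustache q below 0.01, Fit-Hi-C2 q below 1e-10), spans of at least 20 kb, merged neighbours, identical bins or a slack of 2 bins, circular shifts, 1 start site per gene, all annotated genes, windows of 5 kb on each side, exact motifs, anchors widened by 1 bin, single bin sizes, random lists without matching, and loops per gene. Leaving out a replicate was not possible with merged lists. The measures for promoters at anchors, sharing between callers, motif strand and gene lists were tested on simulated data. Those for spans, clusters, sharing between bin sizes and loops per Mb were not. Loops placed by shifts gave a ratio of 0.981 where 1 was true, and with loops moved to promoters a share of 45.3% was found where 45.4% was planted. A copy lay within 1 bin for 39.9% of loops, and the share called shared was also 39.9%. All of the 19619 planted copies (100%) were found, as were 100% of 99 planted motifs on their strand. Of 2000 random lists of 30 genes, 4.9% in Fit-Hi-C2 and 5.35% in mustache lay outside the central 95%. This test replaced a smaller one whose result lay further from the 5% that chance gives. Of 200 simulated lists whose Fit-Hi-C2 contacts were raised 2-fold, 50.5% passed, and 86% passed when raised 3-fold, so a list that did not pass may still differ by such an amount.

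Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Capture-C, ATAC-seq and RNA-seq data of the study were not analysed here.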

Results

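The series mapped chromatin contacts in EndoC-BH1, a human beta cell line that secretes insulin in response to glucose, by Hi-C, in which crosslinked and digested chromatin is ligated so that each sequenced read pair joins sites that lay close together in the nucleus. The series held 2 replicate libraries of 1 group, and the deposited lists were called on the matrix that merged both. Loops had been called with mustache, which looks for local peaks in the contact matrix, and with Fit-Hi-C2, which tests each pair of bins against the contact frequency at its distance, each in bins of 1, 2 and 4 kb of hg38. No error between replicates can be given for merged lists. The intervals below cover counting error only, with each listed contact taken as independent. The depth of the libraries is unknown here, since the lists hold only the contacts that passed each caller's threshold. The read pairs listed by Fit-Hi-C2 summed to 362216 at 1 kb, 6532049 at 2 kb and 50530702 at 4 kb.

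The mustache lists held 13840 loops at 1 kb, 41175 at 2 kb and 49374 at 4 kb, and the Fit-Hi-C2 lists held 19408, 191404 and 775742 contacts. The median number of read pairs behind a Fit-Hi-C2 contact was 14 at 1 kb, 22 at 2 kb and 40 at 4 kb, so that a single contact at the finest bins rested on few reads. When contacts in neighbouring bins were joined, the Fit-Hi-C2 lists came to 11723, 65676 and 176211 clusters, whereas no mustache loops were joined. The median span of mustache loops grew with the bin size, from 126 kb at 1 kb (quartiles 58 and 238 kb) to 256 kb at 2 kb and 436 kb at 4 kb. Fit-Hi-C2 contacts had median spans of 259, 248 and 252 kb. Spans above 1 Mb made up 17.3% of mustache loops and 11.1% of Fit-Hi-C2 contacts at 4 kb.

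**Figure D1:**
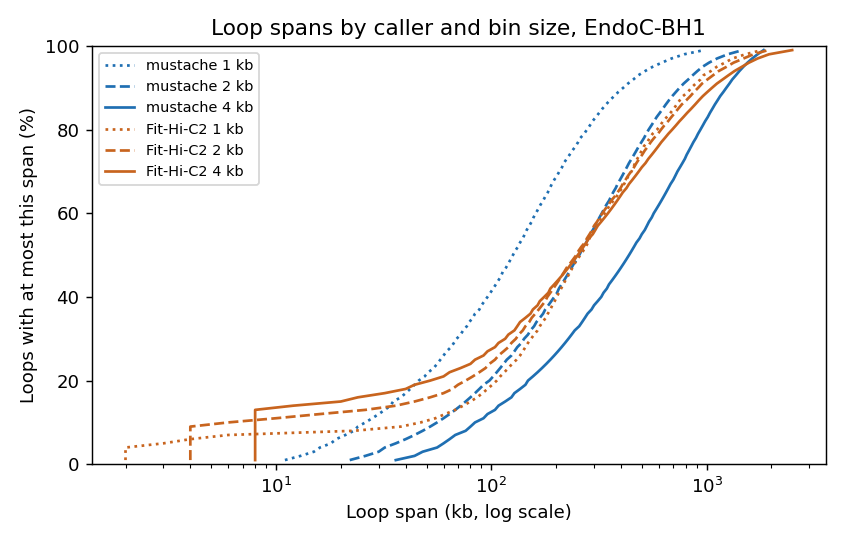
Share of loops (%) at or below each span (kb, log scale) for each caller and bin size in EndoC-BH1, with colour for the caller and line style for the bin size. The mustache medians lie at 126, 256 and 436 kb, while the Fit-Hi-C2 medians lie between 248 and 259 kb.

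To ask how far the callers listed the same contacts, each mustache loop was looked for in the Fit-Hi-C2 list of the same bin size, with each anchor within 1 bin of its counterpart. A match was found for 14.4% of loops at 1 kb (95% Wilson interval 13.9 to 15.0), 29.5% at 2 kb (29.0 to 29.9) and 54.6% at 4 kb (54.1 to 55.0). Loops moved at random by 100 to 500 kb matched in 0.0129%, 0.167% and 1.29% of cases on average over 100 such shifts. The shares depended on the slack of 1 bin, and with identical bins they were 4.28%, 13.97% and 35.6%. In the other direction, 21.2% of Fit-Hi-C2 contacts at 1 kb (20.6 to 21.8), 20.5% at 2 kb (20.3 to 20.7) and 16.0% at 4 kb (15.9 to 16.0) had a mustache loop within 1 bin. Of mustache loops at 1 kb, 54.8% had a counterpart among those at 2 kb, and 98.9% of the Fit-Hi-C2 contacts did. With no slack the mustache share between these bin sizes was 19.3%.

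Because the study assigned distal elements to genes through promoter contacts, the loops were set against protein-coding promoters. A promoter lay at 1 or both anchors of 37.4% of mustache loops at 1 kb (36.6 to 38.2), 36.3% at 2 kb (35.8 to 36.7) and 37.2% at 4 kb (36.8 to 37.6), which was 1.82, 1.87 and 1.70 times the mean of the shifted loops. Promoters lay at both anchors of 7.28%, 6.60% and 6.90% of mustache loops, 3.53, 3.61 and 2.99 times the shifted mean. In Fit-Hi-C2 the corresponding ratios for 1 or both anchors were 1.61, 1.47 and 1.29, and those for both anchors were 2.21, 2.01 and 1.65. All of these shares lay above the highest of the 100 shifts. The excess at 4 kb in Fit-Hi-C2 turned to a ratio of 0.952 (0.956 for both anchors) when shifted anchors were kept to bins that held a contact in that same list. Under the same setting the ratios for both anchors fell to 2.27, 1.98 and 1.44 in mustache, and to 1.28 and 1.16 in Fit-Hi-C2 at 1 and 2 kb. The size of the excess therefore depended on the setting, and over all alternatives the ratios for 1 or both anchors ran from 1.14 to 3.05 in mustache and from 0.952 to 2.51 in Fit-Hi-C2, and those for both anchors from 1.44 to 10.5 and from 0.956 to 4.67.

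Among the longest mustache loops that joined a pair of protein-coding promoters, those at 1 kb ran from SULF2 to PREX1 on chromosome 20 (983 kb), from C3orf18 and HEMK1 to MANF on chromosome 3 (816 kb), and from MAPKAPK3 to RBM15B beside it (775 kb). On chromosome 7 the promoters of LRRN3 and DOCK4 were joined over 644 kb. At 2 kb, KCTD16 was joined to SH3RF2 (1848 kb), RIOK2 to RGMB (1588 kb) and MECR to MATN1 (1486 kb). At the same bin size, 2 loops on chromosome 6 joined histone genes, H2AC7 and H2BC7 to H3C10 over 1610 kb and H2BC8 to H2BC14 over 1594 kb. At 4 kb the pairs were POLQ and HACD2 (1948 kb), METTL9 and EARS2 (1940 kb), CLUL1 and METTL4 (1932 kb), MTARC1 and the shared promoter bin of AIDA and BROX (1920 kb), and the bin of IDH1 and PIKFYVE with KANSL1L (1908 kb). These loops were named by span alone, and the q-values of the 5 at 4 kb ranged from 0.0126 to 0.0924.

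CTCF, the zinc finger protein that halts cohesin at loop bases, binds a motif with a direction, and at cohesin loops the motifs at the bases usually point towards each other. Orientation was therefore read from the genome sequence at the anchors. Of the mustache loops with motifs of a single orientation at each anchor, 88.9% were convergent at 1 kb (296 of 333, interval 85.1 to 91.8), 75.9% at 2 kb (of 1441, 73.6 to 78.0) and 70.5% at 4 kb (of 2887, 68.8 to 72.1). For Fit-Hi-C2 the convergent share was 81.6% at 1 kb (of 512, 78.1 to 84.8), 64.9% at 2 kb (of 4753, 63.5 to 66.3) and 47.9% at 4 kb (of 21687, 47.2 to 48.5). All 6 lists lay above the 25% that random orientation would give. Divergent pairs made up 0.901% of the oriented mustache loops at 1 kb and 8.96% of the oriented Fit-Hi-C2 contacts at 4 kb. A motif lay at 1 or both anchors of 23.3%, 29.3% and 38.4% of mustache loops, 4.30, 3.38 and 2.65 times the shifted mean. In the sequence, 58176 positions matched the motif with up to 1 mismatch, 5445 of them exactly, and no binding data for CTCF were used.

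**Figure D2:**
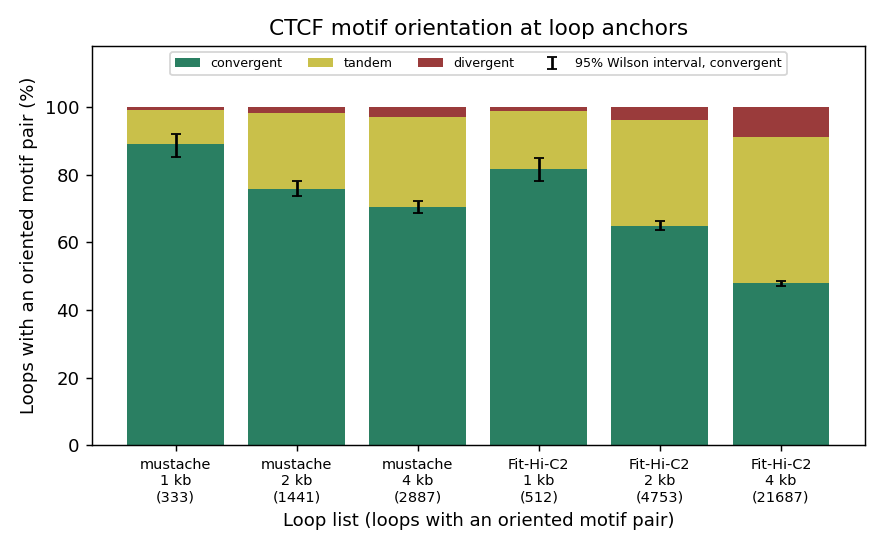
Convergent, tandem and divergent shares (%) of the loops with CTCF motifs of 1 orientation at each anchor, by caller and bin size. Convergent pairs range from 88.9% of mustache loops at 1 kb to 47.9% of Fit-Hi-C2 contacts at 4 kb.

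Promoters of genes that define beta cells lay at loop anchors more often than those of matched genes. Of 26 beta cell transcription factors, 23 had a mustache loop (88.5%), against a median of 57.7% in 10000 random lists matched on gene density and promoter window length (percentile 99.99). PAX6, a transcription factor of eye and islet development, had 30 loops summed over the 3 bin sizes, where a loop seen at each size counts 3 times, and ISL1 had 23 and ST18 22. Of 38 genes of insulin production and secretion, 32 had a mustache loop (84.2%, percentile 99.8), led by the voltage-gated calcium channel gene CACNA1A with 25 loops, NPTX2 with 15, CACNA1D with 13 and ABCC8, the sulfonylurea receptor of the ATP-sensitive potassium channel, with 11. The same lists stood apart in the number of 4 kb Fit-Hi-C2 contacts, with a median of 33 per transcription factor against 6 in random lists and 30.5 per insulin secretion gene against 9 (percentile 100 for both). PAX6 had 124 such contacts and CACNA1A 189. The transcription factors GLIS1 and SIX2 were among those with no mustache loop, as were G6PC2, GLP1R, STX1A, DNAJC3, VAMP2 and IAPP among the insulin secretion genes. Of these, STX1A had 90 Fit-Hi-C2 contacts at 4 kb, and IAPP, which encodes islet amyloid polypeptide, had no loop in any list. Chromosome 20, which held more loops per Mb than the other chromosomes, carried 6 of the transcription factors and 3 of the insulin secretion genes. Without it, 85% of the remaining transcription factors had a mustache loop (percentile 99.1) with a median of 27 Fit-Hi-C2 contacts (percentile 100). With chromosome 20 kept and 1 start site per gene, 69.2% of the transcription factors had a mustache loop (percentile 97.9). For the insulin secretion genes the share under that setting was 65.8% (percentile 99.4). Both lists still passed, the transcription factors by a narrow margin.

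Among 30 genes of monogenic diabetes, 23 had a mustache loop (76.7%, percentile 98.3), and the median number of Fit-Hi-C2 contacts was 23 against 6.5 in random lists (percentile 100). The mustache share of 76.7% equalled the upper end of the central 95% of random lists. In mustache the list therefore passed by its percentile and not by its share. BLK had 15 mustache loops, PDX1 12, and ABCC8 and the imprinted gene PLAGL1 11 each. This list shared 10 members with the beta cell transcription factors, and its mustache share lay inside the central 95% of random lists with 1 start site per gene (percentile 85.0), with 4 kb loops alone (95.2), with widened anchors (96.0), without chromosome 20 (96.8) and with matching on chromosome (95.8). Of 64 genes named for type 2 diabetes association loci, 52 had a mustache loop (81.2%, percentile 98.4), with ZMIZ1 at 27 loops, TLE4 at 25, IRS1, the insulin receptor substrate, at 18 and PROX1 at 14. Their median of 15.5 Fit-Hi-C2 contacts lay inside the range of random lists (percentile 96.3) but passed under 5 of 6 alternatives (percentiles 98.7 to 99.5), and the mustache call ended with 4 kb loops alone (96.2), 1 kb loops alone (90.2) and 1 start site per gene (96.4).

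All 22 genes singled out by the study in EndoC-BH1 had a mustache loop (random median 68.2%, percentile 99.99), and their median of 31.5 Fit-Hi-C2 contacts lay above that of random lists (14, percentile 99.3). The study chose most of these genes from promoter contacts in the same cell line, so their share is not independent evidence. ABCB9 had 18 mustache loops, SMCO4 and ABCC8 11 each, and CHD4, a chromatin remodeller, 10. ABCB9 stands in this list for a symbol that the study prints as ABCD9, which the annotation does not hold. Without ABCB9 the remaining 21 genes all had a mustache loop (percentile 99.995), while their median of 26 Fit-Hi-C2 contacts no longer passed (percentile 96.6). The mustache share also did not pass with 4 kb loops alone (percentile 90.3), nor did the contacts without chromosome 20 (96.2).

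Lists of lymphoid and myeloid, hepatocyte, exocrine, adipocyte, skeletal muscle and other islet cell markers did not pass above random lists in either caller. Of 26 lymphoid and myeloid markers, 6 had a mustache loop (23.1%, random median 53.8%, percentile 0.06), with CD68 at 4 loops, PTPRC and CD79A at 2 and CCR7 at 1. Of 32 hepatocyte markers, 12 had one (37.5%, percentile 1.45), among them TTR and APOB with 7 loops and APOH and HPX with 3. The lymphoid and myeloid call ended with widened anchors (percentile 23.8), and the hepatocyte call ended under 5 of the other settings, with percentiles from 2.8 to 32.0. Neither list differed from random lists in Fit-Hi-C2 contacts (medians of 6 and 6.5, percentiles 28.4 and 43.0). Exocrine pancreas markers had a mustache loop in 14 of 32 cases (43.8%, percentile 5.29, Fit-Hi-C2 percentile 20.5), with SOX9, CPA1 and RBPJL at 7 loops each and CFTR at 6, and passed as low only with widened anchors (1.22). Adipocyte and preadipocyte markers (14 of 26, percentiles 36.8 and 27.1) and skeletal muscle markers (11 of 24, percentiles 14.2 and 43.5) lay within the random range of both callers. PDGFRA, a preadipocyte receptor, nevertheless had 21 mustache loops, CEBPA 9, CEBPB 5 and DGAT2 4, and the troponin genes TNNT1, TNNI2 and TNNT3 had 10, 8 and 6, with 4 at the myoglobin gene MB. Markers of the other islet cell types lay within the random range as well (13 of 18 with a mustache loop, percentile 87.3, median of 13 contacts, percentile 92.6), with 27 loops at PTPRT, 13 at IRX1, 12 at IRX2 and 7 at TTR.

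Neuronal genes, many of which serve the release of vesicles, had a mustache loop in 25 of 28 cases (89.3%, random median 64.3%, percentile 99.9) and a median of 23 Fit-Hi-C2 contacts against 9.5 (percentile 99.3). GAD1, which makes the transmitter GABA, and ELAVL4 had 18 mustache loops each, MAP2 14 and SYP 10. Polycomb-associated developmental regulators were not raised in mustache loops (31 of 54, percentile 83.1), but had a median of 13.5 Fit-Hi-C2 contacts against 5 (percentile 99.955), a call that ended without matching (96.1) and with matching on chromosome (94.1). Of these, HOXB3 had 15 mustache loops and 127 Fit-Hi-C2 contacts, SOX2 12 and 54, HOXA13 11 and 40, and HOXD13 9 and 88. Ribosomal protein genes had a mustache loop in 42 of 55 cases (76.4%, random median 52.7%, percentile 100), led by RPL3 (11), RPL4 (10), RPS24 (9) and RPL8 (8). Their mustache call ended at the stricter threshold (percentile 89.2), and their median of 9 Fit-Hi-C2 contacts did not pass (88.9), although it passed with 2 kb contacts (99.8) and at the stricter threshold (99.1). Genes of the chromatin loop machinery, with 16 loops at STAG1, 11 at RAD21 and 8 at PDS5B, did not stand apart (18 of 22, percentile 82.7, Fit-Hi-C2 percentile 49.3), although their mustache share passed without matching (98.5), with 1 start site per gene (98.3) and with matching on chromosome (99.3). Of 400 olfactory receptor genes, 36 had a mustache loop (9%, random median 39.8%, percentile 0), and their median was 0 Fit-Hi-C2 contacts against 4, a call that ended with 2 kb contacts (percentile 50.0), where medians tie at 0. OR51D1 had 9 loops, OR52E5 5, and OR52N2 and OR1D2 4 each. Genes that lie side by side, as olfactory receptors and HOX genes can, may share an anchor bin and its loops. Random lists were not matched on such clustering, so the percentiles of the olfactory receptor and Polycomb lists do not allow for it.

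**Figure D3:**
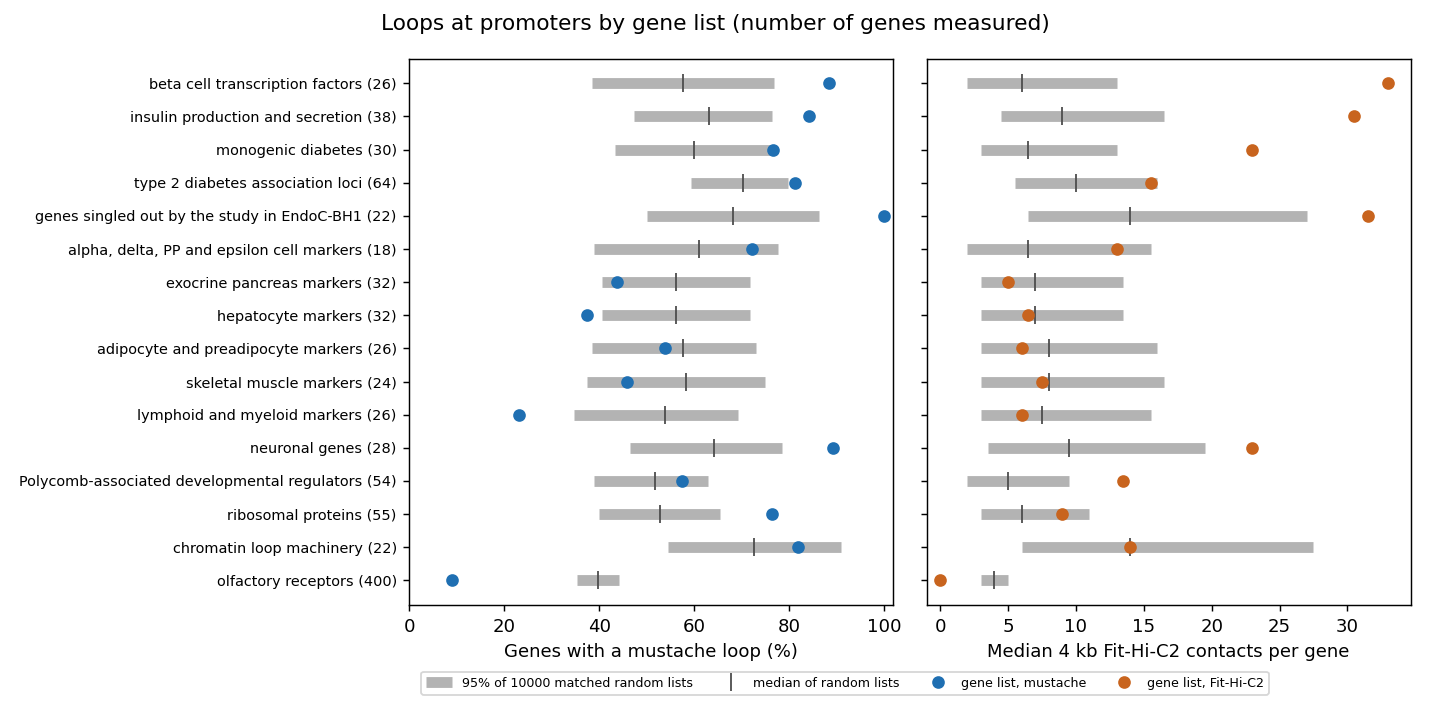
Share of genes with a mustache loop (%, left) and median number of 4 kb Fit-Hi-C2 contacts per gene (right) for 16 gene lists, with grey bars for 95% of 10000 matched random lists and a tick for their median. Beta cell transcription factors lie at 88.5% and 33 contacts, and olfactory receptors at 9% and 0 contacts.

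Across all 19962 protein-coding genes, 11814 (59.2%) had a mustache loop, 16449 (82.4%) had a Fit-Hi-C2 contact at 4 kb with a median of 8 per gene, and 3041 had no loop in any list. The most mustache loops were found at SULF2, an extracellular sulfatase gene on chromosome 20, with 48. It was followed by the forkhead factor FOXP1 with 42, by GSE1, FOXP2 and the BCL6 corepressor BCOR with 40 each, and by BTBD3 with 39. ZNF608 and CITED2 had 36, MYCN 34 and BCL6 33. The most Fit-Hi-C2 contacts at 4 kb were found at GNAS, which encodes the stimulatory G protein alpha subunit, with 364. USP9X had 355, PLCB1 323, NLRP1 317, SULF2 276, SNX5 264, MED14 259, PRDM16 252, ABCC12 251 and KSR1 243. Of these 10 genes, GNAS, PLCB1, SULF2 and SNX5 lie on chromosome 20. Counts per gene were not corrected for the number of start sites.

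SMCO4 and FXR2, which the study followed up by knockdown, were examined together with ABCC8 and other genes of insulin secretion. SMCO4 (chromosome 11, 93478472 to 93543391) had 11 mustache loops. At all 3 bin sizes its promoter was joined to a region 306 to 308 kb away, at 93234001 to 93235000 in the 1 kb list, 93236001 to 93238000 at 2 kb and 93232001 to 93236000 at 4 kb, with q-values of 5.34e-06, 9.01e-11 and 8.73e-09. This region lies between SLC36A4 and DEUP1 and holds no protein-coding gene. The Fit-Hi-C2 contact of lowest q-value among the 71 of SMCO4 at 4 kb joined the same bins with 122 read pairs (95% Poisson interval 101 to 146). The other 4 kb mustache loops of SMCO4 reached 93652001 to 93656000 (108 kb, q = 3.34e-06), 93284001 to 93288000 (252 kb, q = 0.00214) and, in the body of DEUP1, 93336001 to 93340000 (200 kb, q = 0.00616) and 93396001 to 93400000 (144 kb, q = 0.0287). Those to 92944001 to 92948000 (592 kb, q = 0.0554) and 94500001 to 94504000 (960 kb, q = 0.0631), like the one of 144 kb, missed the stricter threshold. At the stricter thresholds SMCO4 kept 7 mustache loops and 28 Fit-Hi-C2 contacts. MTNR1B, the melatonin receptor gene at 92969651 to 92985066 on the same chromosome, had no loop at its promoter in any of the 6 lists, and had 2 Fit-Hi-C2 contacts at 4 kb when anchors were widened by 1 bin.

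**Figure D4:**
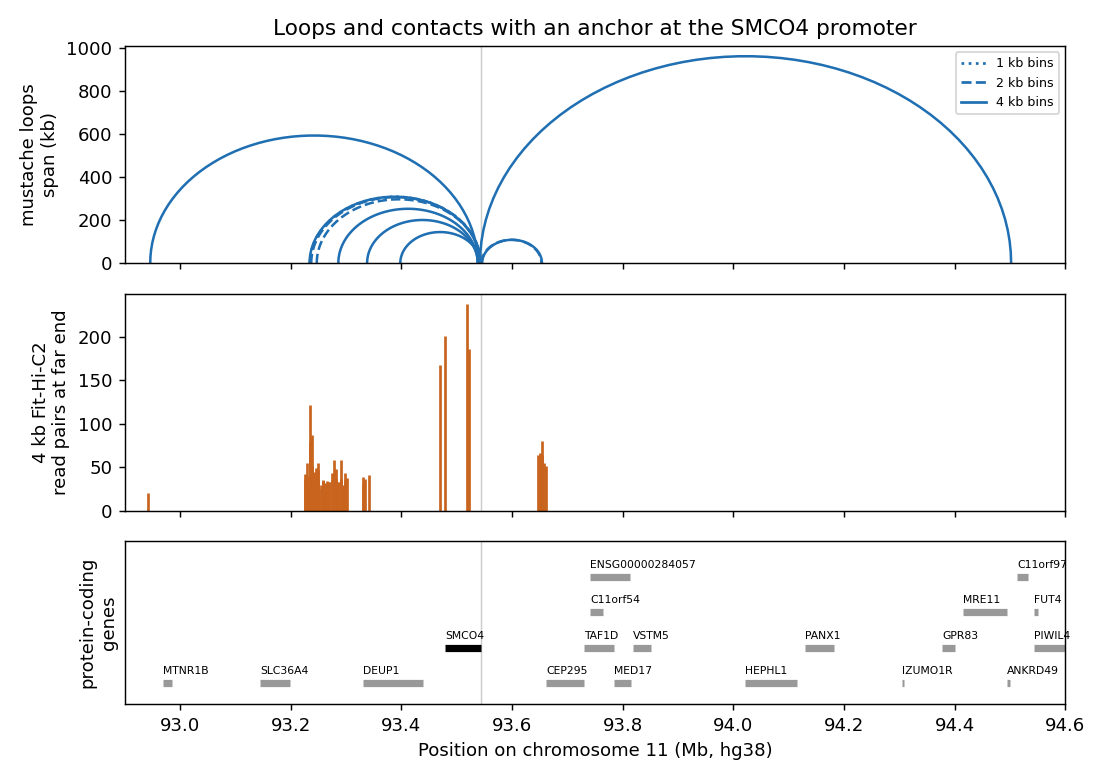
Mustache loops and 4 kb Fit-Hi-C2 contacts with an anchor at the SMCO4 promoter, drawn by position on chromosome 11 (hg38) with the protein-coding genes of the region. The contact of lowest q-value holds 122 read pairs and ends at 93232001 to 93236000, while some contacts of shorter span hold more.

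FXR2 (chromosome 17, 7591230 to 7614897), a paralogue of the fragile X gene, had 3 mustache loops. One of them, at 4 kb, reached the promoter of SLC16A11, a transporter gene, over 572 kb with a q-value of 0.0322, which misses the stricter threshold. The count rose to 6 with anchors widened by 1 bin. The Fit-Hi-C2 contact of lowest q-value at 4 kb ended at the promoters of SAT2 and SHBG, 8 kb away, with 285 read pairs (253 to 320). FXR2 had 37 Fit-Hi-C2 contacts at 4 kb, 24 of which ended at another protein-coding promoter, and 20 in all at the stricter threshold.

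ABCC8 (chromosome 11, 17392498 to 17476894) and its neighbour KCNJ11 (17365172 to 17389331) encode the subunits of the ATP-sensitive potassium channel of beta cells, and their promoters were joined by mustache loops of 90 kb at 2 kb (q = 0.000107) and of 88 kb at 4 kb. ABCC8 had 11 mustache loops and 141 Fit-Hi-C2 contacts at 4 kb, of which some rested on alternative start sites within the gene. KCNJ11 had 8 mustache loops and 52 such contacts, and the one of lowest q-value joined it to USH1C over 116 kb with 147 read pairs (124 to 173). INS, the insulin gene (chromosome 11, 2159779 to 2161221), had 6 mustache loops, which included one to the promoter of CD81 over 234 kb and one to that of CDKN1C, an imprinted cell cycle inhibitor, over 724 kb. With q-values of 0.0242 and 0.0168, neither of these was among the 3 that INS kept at the stricter threshold, at which ABCC8 kept 5 of its 11. Its Fit-Hi-C2 contact of lowest q-value reached the tyrosine hydroxylase gene TH at 8 kb, with 443 read pairs (403 to 486). PDX1 (chromosome 13, 27920000 to 27926313), the homeobox factor of pancreas development, had 12 mustache loops, none of which ended at another protein-coding promoter. They included a loop of 68 kb to 27852001 to 27853000 in the 1 kb list and loops of 936 to 960 kb to the region from 26960001 to 26984000. The counts of 4 kb contacts rose to 69 at INS from 31, to 73 at PDX1 from 36 and to 93 at KCNJ11 from 52 with anchors widened by 1 bin, and at the stricter threshold fell to 84 at ABCC8 and 20 at PDX1.

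Loops were counted per chromosome to see whether any chromosome stood apart. Chromosome 20 had the highest density in each of the 6 lists. It held 13.7, 26.9 and 25.6 mustache loops per Mb at 1, 2 and 4 kb, which was 3.14, 2.03 and 1.59 times the density of all other chromosomes together. In Fit-Hi-C2 it held 27.5, 197 and 685 contacts per Mb, 4.62, 3.26 and 2.78 times that of the others. The next highest density at 4 kb was that of chromosome 17 with 420 contacts per Mb, and the lowest was that of chromosome X with 115. A single merged map allowed no test between replicates for these ratios.

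**Figure D5:**
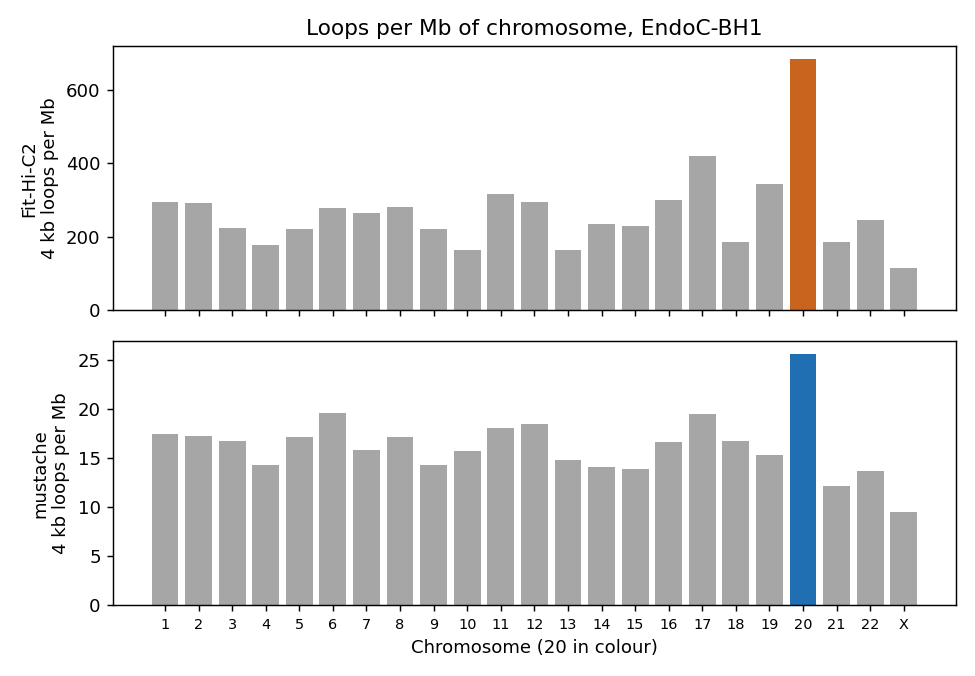
Loops per Mb on each chromosome for each caller. At 4 kb chromosome 20 is highest in both callers, with 685 Fit-Hi-C2 contacts per Mb against 420 on chromosome 17.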

Values the study reported

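With promoter-focused Capture-C, a different assay from the Hi-C analysed here, the study reported 53,689 promoter contacts in EndoC-BH1 at the level of single restriction fragments and 92,152 when fragments were binned. The mean distance between the ends of these contacts in EndoC-BH1 was given as 133,320.9 bp. The study counted 68,596 open chromatin regions in EndoC-BH1, and stated that 28% of open regions touched a promoter or more. Of 221 genes linked by eQTLs in pancreas or islets to type 2 diabetes risk loci, 12 were also implicated by promoter contacts in EndoC-BH1, SMCO4 among them.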

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

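The alternatives that left out genes of chromosome 20 or ABCB9, matched random lists on chromosome, or kept shifts to bins holding a contact were chosen after seeing the data, and all others before. Convergent CTCF shares (18 of 18 alternatives), sharing between callers (12 of 12) and the excess of chromosome 20 (12 of 12) kept their direction and their side of the comparison, as did 82 of 84 ratios for promoters. For lists, 109 of 129 percentiles in mustache loops and 85 of 97 in Fit-Hi-C2 contacts kept their place inside or outside the central 95%. Some of those inside crossed the random median. In mustache, exocrine markers went from 5.29 to 69.5 with stricter thresholds, and Polycomb-associated regulators from 83.1 to 21.1 with matching on chromosome. In Fit-Hi-C2, adipocyte and preadipocyte markers went from 27.1 to 70.8 with stricter thresholds. The ratio for promoters in 4 kb Fit-Hi-C2 contacts reversed to 0.952 (1 or both anchors) and 0.956 (both) with shifts kept to bins holding a contact, bins that this same list defines. Unless stated, the cause of a change was not tested. Matching on chromosome may not have kept the matching on start site density and window length. Its changes are therefore not credited to chromosome alone. Those of Polycomb-associated regulators, the loop machinery and type 2 diabetes loci also appeared without matching, while that of monogenic diabetes did not. Stricter thresholds, which by construction remove loops, left 5095, 17462 and 21624 mustache loops and 3429, 62584 and 322799 Fit-Hi-C2 contacts at 1, 2 and 4 kb, and merging neighbours left 11723, 65676 and 176211 Fit-Hi-C2 clusters. Median spans at the stricter thresholds were 171, 266 and 372 kb for mustache and 237, 238 and 232 kb for Fit-Hi-C2, and with spans of at least 20 kb were 136 kb for mustache at 1 kb and 286, 294 and 320 kb for Fit-Hi-C2. With no slack, sharing between bin sizes (1 in 2, 2 in 4 and 1 in 4 kb) was 19.3%, 26.2% and 17.9% for mustache and 93.4%, 89.8% and 92.6% for Fit-Hi-C2. Among percentiles of lists in mustache loops, hepatocyte markers moved inside the central 95% with stricter thresholds (17.5), 4 kb loops (4.66), 1 kb loops (32.0), 1 start site (2.8) and widened anchors (9.21), monogenic diabetes with 4 kb loops (95.2), 1 start site (85.0), widened anchors (96.0), without chromosome 20 (96.8) and with matching on chromosome (95.8), type 2 diabetes loci with 4 kb loops (96.2), 1 kb loops (90.2) and 1 start site (96.4), ribosomal proteins with stricter thresholds (89.2), genes singled out by the study with 4 kb loops (90.3), and lymphoid and myeloid markers with widened anchors (23.8). The loop machinery passed without matching (98.5), with 1 start site (98.3) and with matching on chromosome (99.3), and exocrine markers with widened anchors (1.22). In Fit-Hi-C2, type 2 diabetes loci passed with 2 kb contacts (99.3), stricter thresholds (99.5), no matching (99.4), spans of at least 20 kb (98.7) and matching on chromosome (99.3), and ribosomal proteins with 2 kb contacts (99.8) and stricter thresholds (99.1). Calls ended for olfactory receptors with 2 kb contacts (50.0, where medians tie at 0), Polycomb-associated regulators without matching (96.1) and with matching on chromosome (94.1), and genes singled out by the study without chromosome 20 (96.2) and without ABCB9 (96.6). Leaving out each replicate was not run, since the lists merge both, and no paired analysis was possible because there is 1 group. Library depth is unknown and its effect was not tested. The median listed contact held 14 read pairs at 1 kb, and a contact missing from a list is not shown to be absent.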

Other observations

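The gene families, the tests of the excess on chromosome 20 and the test of weak calls were chosen only after the results were seen. Histone genes expressed with DNA replication, which lie in clusters on chromosome 6, had a mustache loop in 46 of 55 cases (83.6%, random median 38.2%, percentile 100) and a median of 21 Fit-Hi-C2 contacts at 4 kb (percentile 100). The family was looked at because 2 of the longest mustache loops joined such genes, and without the 5 genes of those loops 41 of the other 50 had a mustache loop (82%, percentile 100). Genes of a cluster can share an anchor bin and its loops, as H2AC7 and H2BC7 did at 2 kb. Random lists were not matched on such clustering, so the percentiles of this family do not allow for it, with or without those 5 genes. Nor do the percentiles of the families below, whose genes can also lie in clusters. Loops of over 1 Mb with histone promoters at both anchors numbered 2 at 2 kb and 6 at 4 kb in mustache, and 5 and 74 in Fit-Hi-C2. Zinc finger genes had a mustache loop in 220 of 476 cases (46.2%, random median 54.8%, percentile 0) and a median of 1 Fit-Hi-C2 contact against 8 in random lists (percentile 0). Keratin genes, which form epithelial filaments, had a mustache loop in 14 of 55 cases (25.5%, percentile 0.035), and their median of 6 Fit-Hi-C2 contacts did not differ (percentile 10.7). Clustered protocadherins, cell adhesion genes of neurons, had a mustache loop in 14 of 50 cases (28%, percentile 5.49) and a median of 2 Fit-Hi-C2 contacts (percentile 0.735). The families were not run with matching on chromosome. Some calls of the 16 lists ended under that setting, though not necessarily because of the chromosome. Whether their percentiles depend on the chromosomes that carry them was therefore not tested.

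Chromosome 20 held more loops per Mb than the other chromosomes, and the tables argue against gene density as the whole cause, since it had 81.1 Fit-Hi-C2 contacts at 4 kb per protein-coding gene against 13.6 to 58.5 elsewhere. Its mustache loops per gene at 2 and 4 kb (3.19 and 3.04) lay inside the range of the others, but in every mustache list it held at least 1.21 times (95% interval 1.13 to 1.29) the loops per Mb of each of the 5 chromosomes with more genes per Mb. A few contact hubs are argued against for the 4 kb Fit-Hi-C2 contacts, the only list in which hubs and read pairs were tested, since its median 5 Mb window held 3360 contacts (95% interval 2319 to 4722, 12 windows) while the medians of the other chromosomes ran from 150 to 2049. Extra copies of the chromosome, or more reads from it, may account for the excess of these contacts: at equal span its contacts held 1.32 times the read pairs of the other chromosomes, whose ratios ran from 0.885 to 1.13, and it was highest at 88.4% of 249 spans. Only listed contacts were compared, copy number was not measured, and no biological explanation was tested because the series has 1 group.

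Both beta cell lists lay above matched random lists in both callers. Members on chromosome 20 are argued against as the whole cause, since the lowest of the 4 percentiles without that chromosome was 99.1. GC content around the promoter, taken alone, is argued against too, since the lowest with matching on GC content was 99.8. That matching may not have kept promoter window length, so GC content together with the number of start sites is left open. With 1 start site per gene the mustache percentiles were 97.9 for the transcription factors and 99.4 for the insulin secretion genes. Whether loops at these promoters hold CTCF motifs less often than loops of matched genes stayed open, with 58 of 160 loops holding one (36.2%, percentile 39.5, random lists 27.0% to 50%), a range too wide to decide. Neuronal genes stood as high in mustache loops (percentile 99.9), so the excess was not limited to beta cell lists. No biological explanation was tested, since no other cell type was mapped in the data used.

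Convergent motif pairs were fewer in 4 kb Fit-Hi-C2 contacts than in 4 kb mustache loops, whose interval began at 68.8%. Neighbouring bins listed many times are argued against as the whole cause, since 1 contact per cluster gave 57.9% (56.5 to 59.3). The same holds for short spans, with 52.0% (51.1 to 52.8) among contacts at or above the lower quartile of mustache spans, and for weak calls, with 53.7% (52.9 to 54.6) at the stricter threshold. Each of these raised the share above 47.9%, and their joint effect was not tested. No biological explanation was tested here either.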
